# Topical vascular organoid therapy promotes microvascular regeneration and functional recovery in porcine ischemic cardiomyopathy

**DOI:** 10.1016/j.stemcr.2026.102999

**Published:** 2026-07-09

**Authors:** John A. Farag, Shin Yajima, Yujiro Kawai, Koji Kawago, Eric Pfrender, Umayr Syed, Jennifer K. Lyons, Tsuyoshi Ueyama, Hiroyuki Takashima, Yuka Matsuura, Gentaro Ikeda, Yu Liu, Yuanjia Zhu, Stefan Elde, Phillip C. Yang, Y. Joseph Woo, Yasuhiro Shudo

**Keywords:** ischemic heart disease, angiogenesis, smooth muscle cell, reperfusion injury, vascular organoid

## Abstract

Ischemic heart disease (IHD) often progresses to heart failure due to persistent microvascular dysfunction not corrected by conventional epicardial revascularization. We developed a scaffold-free vascular organoid composed of human endothelial progenitor cells (EPCs) and mesenchymal stem cell-derived smooth muscle cells (SMCs) and evaluated its therapeutic potential in a porcine IHD model. Fourteen days after ischemia induction, bilayer EPC-SMC organoids were transplanted onto the left ventricular surface, and animals were followed for four weeks. Cardiac MRI demonstrated the preservation of left ventricular ejection fraction and modest improvement in regional function compared with controls. Histological and immunohistochemical analyses revealed the migration of transplanted cells into host myocardium, increased vascular density, and enhanced vessel maturation, while gene expression profiling showed the upregulation of angiogenesis-related genes. These findings demonstrate that scaffold-free EPC-SMC vascular organoids can engraft, promote microvascular remodeling, and preserve cardiac function after ischemic injury.

## Highlights

• Novel scaffold-free EPC/SMC vascular organoids were generated
• Improved LV function in a porcine ischemia-reperfusion model
• Enhanced engraftment, vascular density, and vessel maturation
• Upregulated angiogenesis-related genes after transplantation

## Introduction

Coronary artery disease (CAD), which affects approximately twenty million Americans, is the leading cause of death and morbidity in the USA, with an increasing incidence rate (Benjamin et al., 2019). The most severe form of CAD, ischemic heart failure (IHF), affects seven million Americans, with increasing prevalence. With over 400,000 deaths per year attributed to IHF, the five-year mortality rate is 46%. CAD can manifest as an acute myocardial infarction (MI), which can be treated with procedures, such as percutaneous coronary intervention (PCI) and coronary artery bypass grafting (CABG) (Liga et al., 2023). Even with macro-revascularization after MI, nearly 40% of patients progress to IHF (Weir et al., 2006) due to continued deterioration secondary to untreated microvascular injury (Bolognese et al., 2004). There is currently no therapy for microvascular malperfusion, highlighting a critical gap in clinical care and creating an opportunity for innovative therapies to improve heart failure management.

Microvascular malperfusion, which leads to cardiomyocyte dysfunction and injury, ventricular remodeling, and progressive functional deterioration (Robich et al., 2011; Leviner et al., 2018), is an active area of heart failure research. As part of efforts to identify an effective therapy, exosome- (Saha et al., 2019), cytokine- (MacArthur et al., 2013), stem cell- (Hong et al., 2013), and tissue engineering- (Cohen et al., 2014) based micro-revascularization and myocardial repair have been at the forefront of investigation. Cellular therapy is of particular interest because several cell lines have been implicated in angiogenesis and myocardial repair (Saha et al., 2019; Gallet et al., 2015; Suzuki et al., 2021; Atluri et al., 2010; Otto et al., 2012). Many of these therapies have shown initial experimental promise but face limitations due to suboptimal delivery platforms. For example, systemic and transcoronary injection fails to achieve cell localization (Assmus et al., 2006; Schächinger et al., 2006), direct injection is subject to venous washout and introduces a risk of arrhythmogenicity and neoplasm (Dohmann et al., 2005; Van Den Akker et al., 2017), and scaffolded topically transplanted patches carry a risk of constrictive physiology, toxicity, and immune rejection (Cohen et al., 2014; Mei and Cheng, 2020; Guruswamy Damodaran and Vermette, 2018). Additionally, cell survival when integrated into a scaffold is not guaranteed, necessitating an innovative strategy to deliver cells in an organized manner (Yu et al., 2017).

We opted to deliver primary effectors of synergistic microrevascularization (Atluri et al., 2010; Assmus et al., 2006; Schächinger et al., 2006; Hiesinger et al., 2011; Frederick et al., 2010) via a scaffold-free angiogenic vascular organoid. Of particular interest for microangiogenesis, endothelial progenitor cells (EPCs) have high proliferative capacity and the ability to form vascular networks *in vivo* (Kawamoto et al., 2002); however, they do not reach full angiogenic potential due to inadequate support. Mesenchymal stem cells (MSCs), which can differentiate into multiple lineages, have been used for myocardial repair via paracrine signaling and are currently under clinical trials for treating ischemic heart disease (IHD) by exploiting their homing abilities (Perrotta et al., 2020; Squillaro et al., 2016). However, rather than relying on a single agent, our group investigated the synergistic application of EPCs and smooth muscle cells (SMCs) to maximize angiogenic potency (Shudo et al., 2013, 2017). Leveraging the plasticity of MSCs, we developed a methodology to modulate their phenotype into that of SMC-like cells (Suzuki et al., 2010; Shudo et al., 2016), which enhanced their paracrine potency and created an endothelial-mural cell relationship necessary for mature blood vessel formation (Shin et al., 2022). By engineering a scaffold-free vascular organoid comprising EPCs and SMCs, we recreated the native architecture of the mature vasculature by spatially orienting cells in a bilayer, thereby promoting the temporally appropriate distribution of cells into tissue (Shudo et al., 2013, 2017; Shin et al., 2022; Kawamura et al., 2017).

To ensure the translatability of this vascular organoid, we utilized phenotypically modulated MSCs (Shudo et al., 2016), which are readily available from donor bone marrow rather than human SMCs, which must be procured directly from aortic tissue (Shudo et al., 2013). EPCs are purified from donor blood (Masouleh et al., 2010), which allows the banking of cell lines until transplantation.

Having successfully completed xenogenic transplantation of the human-derived vascular organoids into rodents with excellent results (Shin et al., 2022), we aimed to translate our work to an ischemia-reperfusion injury model rather than an acute MI model, as porcine models simulate near-human myocardial thickness and also allow for a more accurate recreation of a post-coronary artery revascularization chronic IHF model. We, therefore, hypothesized that the topical transplantation of SMC-EPC-based vascular organoids into the ischemic porcine heart would limit the functional and geometric deterioration observed in IHF via neoangiogenesis by human cell engraftment, enhance autoangiogenesis by bolstering paracrine signaling, and improve cardiomyocyte survival by enhancing oxygenation.

By successfully proving this hypothesis, we conclude that angiogenic vascular organoid transplantation can serve as an adjunct to existing therapies to decrease IHF morbidity after coronary artery revascularization. Additionally, this therapy may prove to be the first interventional treatment for patients with IHD who are not eligible for PCI or CABG.

## Results

### Creation of SMC-EPC-based vascular organoid

The schema of the study design and creation of the SMC-EPC-based vascular organoid is illustrated in Figure 1A. Vascular organoids were created in an enzyme-free temperature-responsive culture dish. Upon decreasing the temperature from 37°C to 20–22°C, the vascular organoids spontaneously detached from the culture dish (Figure 1A). The engineered SMC-EPC-based vascular organoids were used for further experiments, including an *in vivo* study in a porcine MI model (Figure 1A).

**Figure 1:**
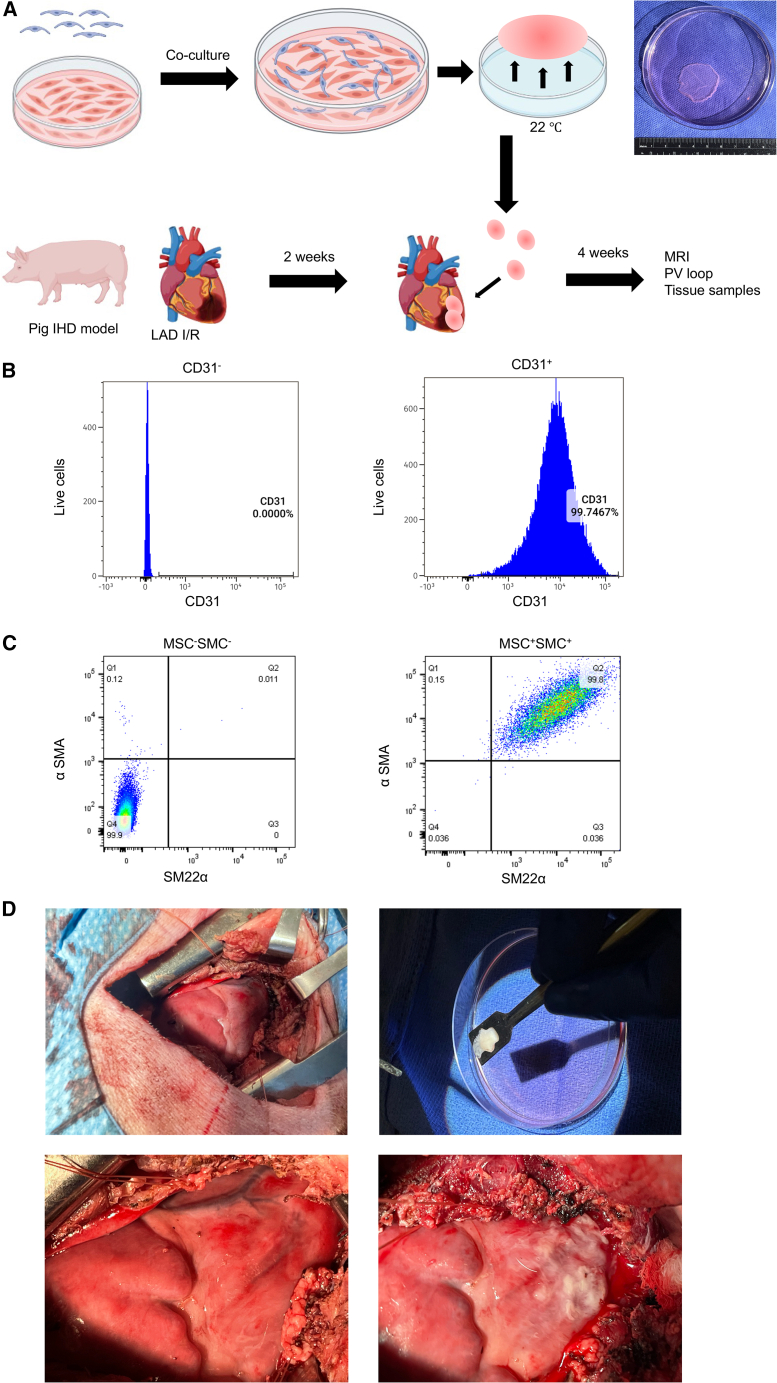
Generation and delivery of SMC-EPC-based vascular organoids (A) Graphical summary of the study. Vascular organoids generated using EPCs and SMCs were transplanted into the ischemic heart disease model pig. (B) Flow cytometry for CD31 on cultured EPCs. (C) Flow cytometry for αSMA and SM22α on cultured SMCs. (D) Transplantation of EPC-SMC-based vascular organoid into the pig via left thoracotomy.

### Cell characterization

Flow cytometry revealed a high purity of CD31^+^ cells, indicating the presence of EPCs (Figure 1B). Figure 1C shows the flow cytometry results used to characterize MSC-derived SMCs, which demonstrated a high purity of αSMA^+^/SM22α^+^ double-positive cells (99.8%). Flow cytometry analysis using calponin and caldesmon also showed double-positive cells with 93.1% purity.

### Surgical delivery of vascular organoids

Fourteen pigs were used in this study. Two were allocated to the sham group, which did not undergo MI creation. Two died during the first surgery (MI creation) due to ventricular fibrillation during ballooning to reach the LAD. One pig died two days after the first surgery, and another died during the second surgery. Therefore, only 4 pigs underwent the vascular organoid implantation. Implantation was performed under general anesthesia. Left mini-thoracotomy was performed, and the left ventricular (LV) wall of the heart was exposed (Figure 1D). Vascular organoids were successfully implanted in each pig. The pigs in the control group underwent left thoracotomy as in the experimental group under general anesthesia, and the chest was closed without implantation. Four pigs in each of the experimental and control groups survived and were followed up for four weeks after the second surgery.

### Vascular organoid transplantation improves function and slows dilated cardiomyopathy

The effects of vascular organoid transplantation on cardiac function were assessed in the porcine model using cardiac MRI and gadolinium delayed enhancement magnetic resonance imaging (DEMRI). Reference ranges were obtained from the Journal of Cardiovascular Magnetic Resonance.

Left ventricular ejection fraction (LVEF) was similarly reduced below normal limits (reference range: ∼37.5%) in both the vascular organoid (*n* = 4) and control (*n* = 4) groups at post-IRI day 14 (experimental: 30.9 ± 1.9% vs. control: 28.2 ± 2.4%, *p* = 0.5). By post-IRI day 42, however, LVEF had significantly increased in the experimental group (+4.3 ± 1.7), whereas that in the control group exhibited a trend of continued worsening (−3.8 ± 1.7%) (*p* = 0.013) (Figure 2A). These changes led to a significantly different final LVEF (experimental: 35.2 ± 3.1% vs. control: 24.5 ± 2.5%, *p* = 0.01). The sham group (*n* = 2) had a normal LVEF (pre: 41.2%, post: 43.8%), and the mean change in LVEF over time was +2.6%, as expected.

**Figure 2:**
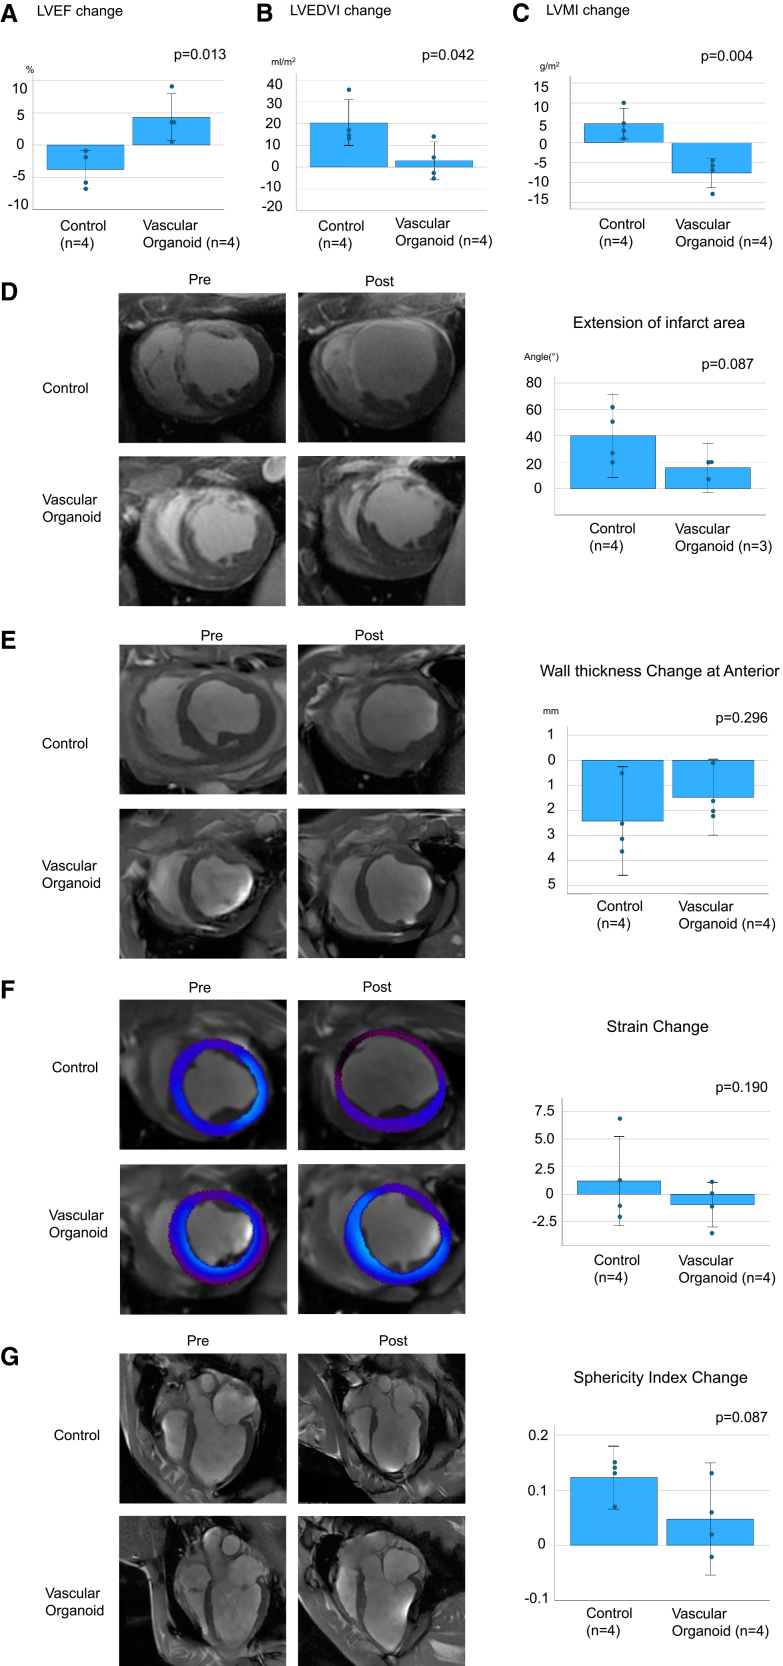
Cardiac magnetic resonance imaging (MRI) outcomes (A–C) Changes in left ventricular ejection fraction (LVEF) (A), left ventricular end-diastolic volume index (LVEDVI) (B), and left ventricular mass index (LVMI) (C) following treatment. (D) Representative delayed-enhancement MRI (DEMRI) images illustrate infarct area extension at the level of the papillary muscles. (E) Representative end-systolic MRI images and changes in wall thickness at the mid-anterior wall. (F) Functional assessment, including representative images of circumferential strain analysis. (G) Representative end-systolic MRI images of the left ventricle (LV) and changes in the sphericity index. Bars represent the mean ± standard error (SE), with each dot indicating an individual animal (*n* = 4 animals per group, except D, where *n* = 3 for the vascular organoid group). Student’s *t* test.

Left ventricular end-diastolic volume index (LVEDVI), defined as LV end-diastolic volume/body surface area (BSA) (reference range: 47–107 mL/m^2^ vs. ∼74 mL/m^2^), was similarly elevated above normal limits in both groups at post-IRI day 14 (experimental, 110.2 ± 5.1 mL/m^2^ vs. control 113.7 ± 10.6 mL/m^2^, *p* = 0.8). By post-IRI day 42, LVEDVI had significantly increased in the control group (+20.4 ± 4.6 mL/m^2^) compared to the vascular organoid group (+2.5 ± 4.2 mL/m^2^, *p* = 0.042) (Figure 2B). The difference in final LVEDVI between both groups trended toward significance (experimental, 113.0 ± 6.0 mL/m^2^ vs. control, 134.1 ± 12.5 mL/m^2^, *p* = 0.053). As expected, the values in the sham group were 74.4 mL/m^2^ (pre) and 57.2 mL/m^2^ (post), and the mean change in LVEDVI was −17.2 mL/m^2^.

Left ventricular mass index (LVMI), defined as LV mass/BSA (reference range: 65–93 g/m^2^ vs. ∼64 g/m^2^), was similarly elevated in both groups at post-IRI day 14 (experimental, 99.1 ± 4.3 g/m^2^ vs. control, 99.4 ± 6.9). By post-IRI day 42, however, LVMI had significantly decreased in the experimental group (−7.6 ± 1.6 g/m^2^), whereas that in the control group significantly increased (+4.8 ± 1.6 g/m^2^) (*p* = 0.004) (Figure 2C). The mean change in LVMI in the sham group was −2.5 g/m^2^.

The extension of the infarct area was estimated using the angle of the infarct area on DEMRI. The angle at post-IRI day 14 was 140° (*p* = 0.970) in both groups. After treatment (day 42), it was 156° in the experimental group and 180° in the control group (*p* = 0.163), with changes of 16° and 40°, respectively (*p* = 0.087) (Figure 2D).

Wall thickness of the anterior wall at end-diastole was 5.25 mm and 5.55 mm in the vascular organoid and control groups at post-IRI day 14, respectively (*p* = 0.732). At post-IRI day 42, wall thickness was reduced in both groups, with changes of −2.43 ± 0.68 mm in the control group and −1.48 ± 0.48 mm in the experimental group (*p* = 0.296) (Figure 2E).

The circumferential strain in the anterolateral LV wall at the papillary muscle level was −7.9 and −8.6 in the experimental and control groups at post-IRI day 14, respectively (*p* = 0.772). Four weeks later, the values were −8.9 and −7.5, respectively (*p* = 0.624), with changes of −1.0 and 1.2 (*p* = 0.190) (Figure 2F).

The sphericity index values before thoracotomy were 0.62 and 0.63 in the vascular organoid and control groups (*p* = 0.908). After four weeks, the values were 0.68 and 0.75, respectively (*p* = 0.247), with changes of 0.123 ± 0.180 in the control group and 0.048 ± 0.320 in the experimental group (*p* = 0.087) (Figure 2G).

### Human-derived cells engraft and promote microangiogenesis

Hematoxylin and eosin (H&E) and immunohistochemical (IHC) staining were performed for histological analysis. Figure 3 shows representative images of the LV border zone in the control and vascular organoid groups. H&E staining (Figures 3A and 3B) and troponin I staining (Figures 3C and 3D) demonstrated both troponin I-positive areas, indicating preserved myocardium, and troponin I-negative areas, indicating infarcted tissue, confirming the presence of a border zone.

**Figure 3:**
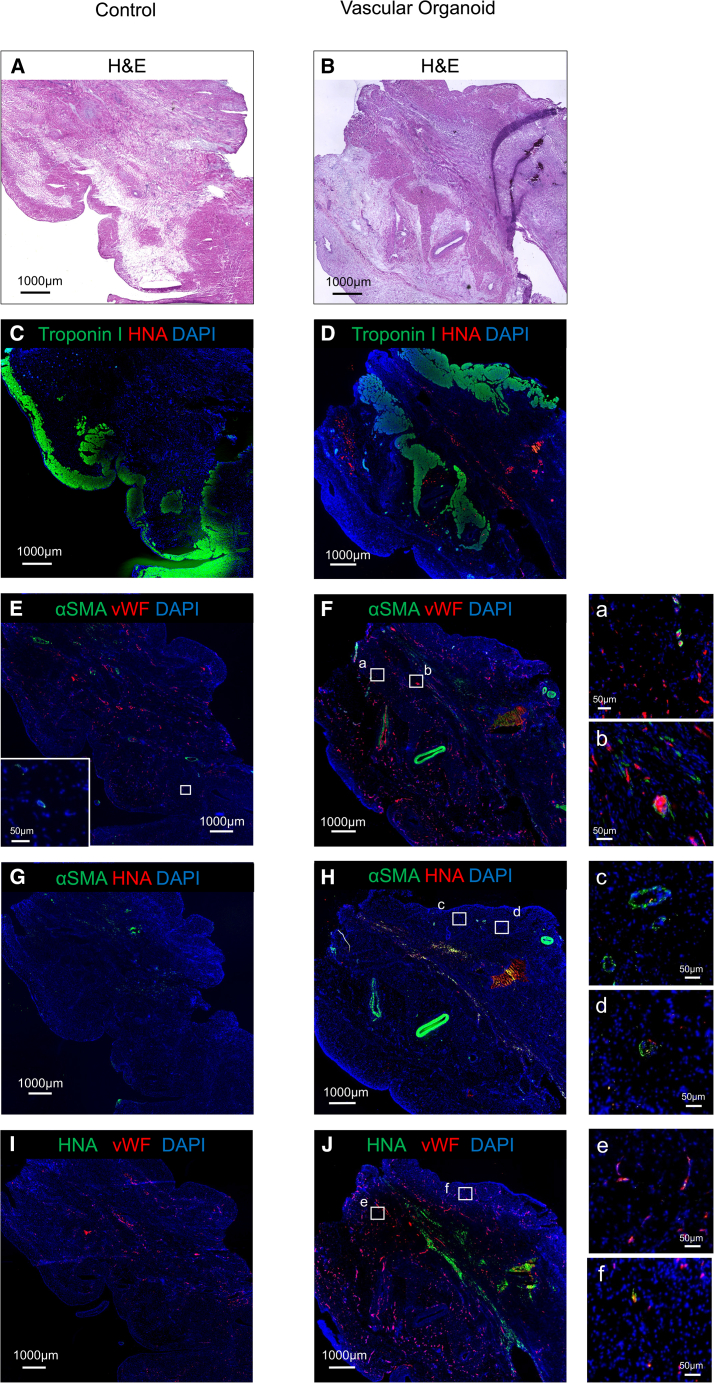
Histological and immunohistochemical (IHC) staining Representative images of the left ventricular border zone (*n* = 4 animals per group). (A and B) H&E staining of the border zone in the control group (A) and vascular organoid group (B). (C–J) Immunohistochemical staining in the control group (C, E, G, I) and vascular organoid group (D, F, H, J). (C, D) Troponin I and human nuclear antigen (HNA) staining; HNA-positive cells are visible in the vascular organoid group (D). (E and F) αSMA and vWF staining; αSMA^+^vWF^+^ cells were observed in the vascular organoid group (F), with high-magnification images of the boxed area shown in (a) and (b). (G and H) αSMA and HNA staining; αSMA^+^HNA^+^ cells were detected in pig heart (H), with high-magnification images in (c) and (d). (I and J) vWF and HNA staining; vWF^+^HNA^+^ cells indicate the migration of transplanted EPCs from the vascular organoid are shown in (J), with high-magnification images in (e) and (f).

Human nuclear antigen (HNA) staining revealed implanted cells in the vascular organoid group four weeks after surgery, whereas no HNA-positive cells were detected in the control group (Figures 3C and 3D). HNA^+^ cells were identified within the border zone of the pig heart tissue.

Figures 3E and 3F show αSMA and von Willebrand factor (vWF) staining. αSMA^+^/vWF^+^ cells indicated mature vasculature. αSMA^+^/HNA^+^ double-positive cells were observed in the vascular organoid group, suggesting the integration of implanted cells into the host myocardium, but were absent in the control group (Figures 3G and 3H). Similarly, HNA^+^/vWF^+^ double-positive cells were observed in the vascular organoid group, further indicating migration and incorporation of cells from the topically transplanted organoids into the host tissue (Figures 3I and 3J). In addition, HNA^+^ cells were identified within native vasculature, as shown in Figures 3C–3F.

### Microvascular density and maturation analysis

IHC staining using vWF and αSMA revealed that the number of vWF^+^ cells in the border zone was significantly higher in the vascular organoid group than in the control group (241.5 ± 13.4 vs. 90.4 ± 9.5 cells/field, *p* = 0.009). A slight difference was observed in the infarct area (100.2 ± 10.9 vs. 58.4 ± 8.5 cells/field, *p* = 0.173) (Figure 4A). The ratio of HNA^+^/vWF^+^ double-positive cells among total vWF^+^ cells was 0.036 ± 0.015 in the vascular organoid group. In the border zone, the vascular organoid group demonstrated higher αSMA^+^vWF^+^ cell counts than the control group (44.3 ± 9.5 vs. 8.3 ± 2.2 cells/field, *p* = 0.055), and this tendency was also observed in the infarct area (40.1 ± 8.5 vs. 9.9 ± 3.3 cells/field, *p* = 0.017) (Figure 4B).

**Figure 4:**
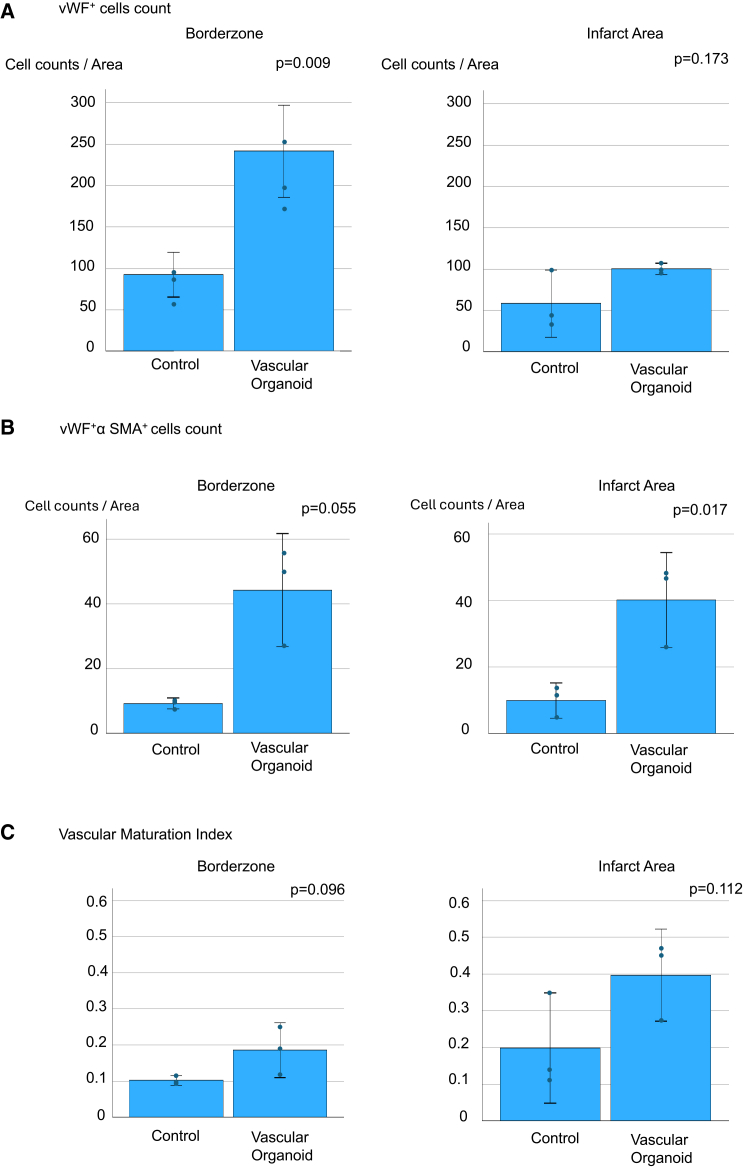
Microvascular density and maturation analysis (A) The number of vWF^+^ cells in the border zone and infarct area. (B) The αSMA^+^vWF^+^ cell counts in the border zone and infarct area. (C) The vascular maturation index, calculated as the ratio of αSMA^+^vWF^+^ cells to total vWF^+^ cells. Data are presented as the mean ± standard error (SE). *n* = 3 animals per group. Student’s *t* test.

The vascular maturation index, calculated as the ratio of αSMA^+^vWF^+^ cells to total vWF^+^ cells, was higher in the vascular organoid group (Figure 4C). In the border zone, the maturation index was 0.191 ± 0.035 vs. 0.102 ± 0.025 (*p* = 0.096), and in the infarct area, 0.365 ± 0.040 vs. 0.174 ± 0.053 (*p* = 0.112).

### Differential gene expression analysis reveals significant transcriptional changes in the mid-border zone following EPC-SMC vascular organoid treatment

To identify the specific genes regulated by topically transplanted SMC-EPC-based vascular organoids within the ischemic border zone, we analyzed differentially expressed genes (DEGs) using RNA-seq data from mid-border zone samples of the experimental and control groups (*n* = 3 animals per group). A total of 400 DEGs (adjusted *p* value <0.05) were identified, with 349 upregulated and 51 downregulated in the vascular organoid-treated group compared to those in the control group. The results were summarized in a volcano plot (Figure 5A).

**Figure 5:**
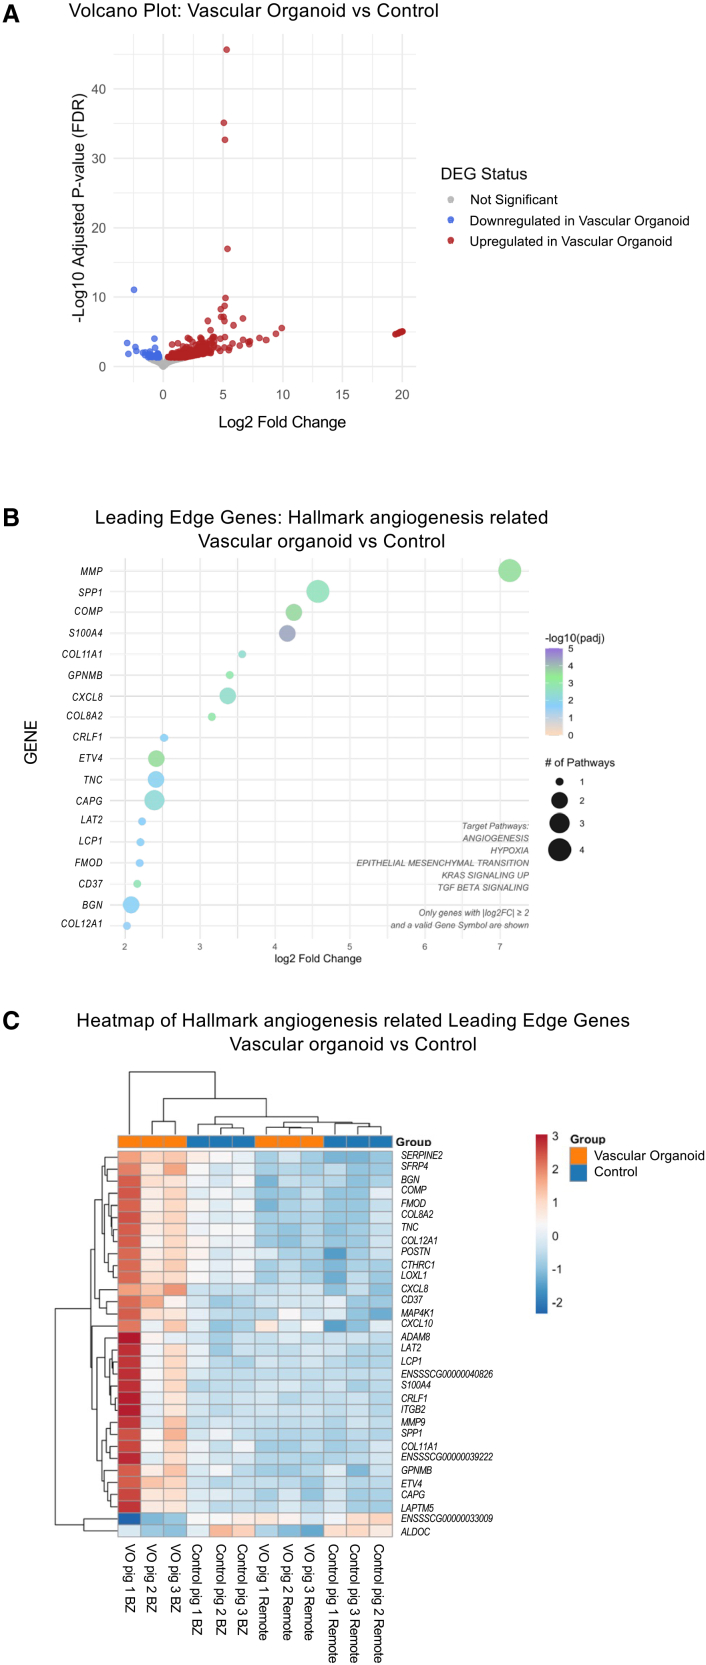
Differential gene expression and pathway analysis (A) Results of differentially expressed gene analysis using RNA-sequencing data are summarized in a volcano plot. (B) Hallmark angiogenesis-related leading-edge genes (LEGs); fold change of enriched genes in the vascular organoid group compared to controls is shown. (C) Heatmap of angiogenesis-related LEGs. *n* = 3 animals per group. BZ, border zone. VO, vascular organoid.

### Gene set enrichment analysis (GSEA) highlights angiogenesis-related transcriptional programs in the border zone

To explore the functional relevance of the transcriptional changes observed in the mid-border zone, we performed GSEA using the MSigDB Hallmark gene set. Among the analyzed pathways, epithelial-mesenchymal transition and KRAS signaling demonstrated the strongest enrichment signals (|NES| > 2, FDR < 0.05). Hypoxia and angiogenesis also exhibited positive enrichment (|NES| > 1.5, FDR < 0.05).

Based on these enriched pathways, we extracted the leading-edge genes (LEGs) and visualized their expression profiles (Figure 5B). Many angiogenesis-related genes were consistently upregulated in the experimental border zone samples, with several genes participating in multiple enriched pathways.

A heatmap (Figure 5C) confirmed consistent upregulation of signature genes in the experimental border zone samples, whereas other regions, including the remote myocardium, showed no notable differences. These data reinforce that the transcriptional effects of vascular organoid therapy are localized to the ischemic border zone and specifically involve angiogenesis-related gene programs.

## Discussion

Although angiogenic therapies for IHF remain highly sought after, traditional cell delivery platforms, such as direct myocardial injection or systemic administration, have demonstrated limited success. These approaches often suffer from poor localization, low cell retention, and risk of adverse outcomes, including arrhythmogenic foci or ectopic tissue formation (Dohmann et al., 2005; Van Den Akker et al., 2017). Topically applied therapies address many of these limitations by avoiding direct myocardial trauma or systemic dispersion; however, they also come with challenges, such as potentially restricting myocardial compliance and contributing to constrictive diastolic dysfunction. Moreover, it remains unclear whether epicardial patch-based therapies relying on passive diffusion can achieve therapeutic benefits across thick myocardial walls.

To address these limitations, we evaluated topically transplanted SMC-EPC-based vascular organoids as an adjunct therapy for IHF, particularly in cases driven by microvascular malperfusion. We used a porcine model of IRI to replicate the clinical context of a large anterolateral MI followed by coronary revascularization using procedures such as CABG or PCI. Prior studies using this model have shown a rapid decline in LVEF and an increase in LVEDV during the first two weeks post-injury, highlighting the critical role of microvascular malperfusion in disease progression (McCall et al., 2012; Oduneye et al., 2015). We therefore selected a 14-day latency period before vascular organoid transplantation to coincide with the maturation phase of myocardial wound healing.

The organoid employed in this study was a scaffold-free, compliant construct designed to accommodate the dynamic motion of the heart without imposing mechanical restrictions. Geometric and strain analyses confirmed the absence of restrictive physiology and suggested the attenuation of progressive remodeling toward dilated cardiomyopathy. Cardiac MRI further supported these findings, demonstrating the preservation of LVMI with only a mild increase in LVEDVI.

Global LV function was significantly improved in the treatment group. Specifically, animals receiving vascular organoid therapy exhibited an increase in LVEF of over 4% from baseline, despite concurrent administration of tacrolimus, an immunosuppressive agent known to impair myocardial performance (Kise et al., 2010). Moreover, previous studies have suggested that an LVEF increase exceeding 4% may correlate with improved survival outcomes (Roe et al., 2010).

When examining regional function, circumferential strain analysis revealed a favorable trend in the treatment group, whereas the controls exhibited progressive deterioration. These findings support the hypothesis that vascular organoids alleviate microvascular malperfusion, particularly within the border zone, thereby preserving hibernating cardiomyocytes and sustaining regional myocardial function. Consistent with this mechanism, RNA sequencing revealed the upregulation of angiogenesis-related pathways, and not only HNA^+^ human-derived vessels but also host-derived vasculature was observed, suggesting paracrine effects on the host border zone—features characteristic of hibernating myocardium (Rahimtoola, 1989).

Changes in LV geometry, particularly increased sphericity, are recognized as hallmarks of adverse remodeling during heart failure progression (Wu et al., 2024). While no statistically significant differences were detected between groups, the sphericity index increased over time in both groups, with the vascular organoid group exhibiting a slower rate of increase, suggesting a possible trend toward reduced geometric deterioration.

To address whether topically applied therapies can achieve meaningful benefits across thick myocardial tissue, we used porcine IRI, which closely recapitulates the myocardial wall thickness of human hearts. Rather than canonical hypoxia-inducible pathways, gene expression analysis revealed strong upregulation of genes associated with endothelial and SMC proliferation, consistent with the 42-day recovery period during which normoxia was likely restored.

GSEA confirmed robust activation of angiogenesis-related transcriptional programs in the vascular organoid-treated group. The upregulated LEGs, including *MMP9, SPP1, COMP, CXCL8, S100A4*, and *COL11A1*, are known to promote extracellular matrix remodeling, endothelial migration, and neovessel formation. Importantly, many of these gene programs appear to result from the synergistic interactions between EPCs and SMCs within organoids. *SPP1* is predominantly secreted by SMCs and facilitates EPC adhesion (Liaw et al., 1994), *MMP9* expression is enhanced when both cell types are present (Waltera et al., 2023), and *COMP* contributes to vascular structural integrity (Jia et al., 2018). Co-culture of EPCs and SMCs also enhances *PI3K-AKT* signaling (Brown et al., 2005), a pathway upregulated in the treated myocardium.

Histological analyses demonstrated higher numbers of vWF^+^ endothelial cells and αSMA^+^vWF^+^ arterioles in treated hearts, along with an increased vascular maturation index. Given the very low HNA^+^/vWF^+^ ratio, the majority of these arterioles are considered host-derived, suggesting a paracrine effect of the topically transplanted vascular organoids (Shudo et al., 2013, 2017). Transmission electron microscopy suggested that mitochondrial morphology was relatively preserved in treated hearts (data not shown).

Our study has several limitations. The use of a 2-week delayed transplantation model may miss early therapeutic windows. The observation period was limited to one month, which may not fully capture long-term outcomes. Moreover, tacrolimus is a known angiogenesis inhibitor that may have partially masked the full pro-angiogenic effect. Despite immunosuppression, the potential for xenogeneic rejection remains.

In conclusion, our study provides early proof of concept for topically transplanted SMC-EPC-based vascular organoids as a novel interventional therapy for IHF driven by microvascular malperfusion. This approach attenuates the progression of both dilated and constrictive heart failure phenotypes, improves cardiac function, and preserves myocardial geometry. The use of clinically translatable components further strengthens the therapeutic potential of this strategy.

## Resource availability

### Lead contact

Requests for further information and resources associated with this study should be directed to lead contact Yasuhiro Shudo ().

### Materials availability

Materials used in this study are available from the lead contact, Yasuhiro Shudo, upon request.

### Data and code availability

• RNA sequencing data have been deposited in NCBI GEO and are publicly available as of the date of publication. The accession number is GSE333973 and is also listed in the key resources table.
• All other data reported in this paper will be shared by the lead contact upon reasonable request.
• This paper does not report original code.

## Acknowledgments

This study was supported by the American Heart Association Career Development Award 23CDA1038803 and the 10.13039/100019607Stanford Cardiovascular Institute / Steven M. Gootter Foundation 2020 Seed Grant.

## Author contributions

Conceptualization: J.F. and Y.S.; methodology: J.F., S.Y., E.P., U.S., T.U., H.T., Y.M., G.I., and Y.L.; investigation: J.F., S.Y., Y.K., K.K., E.P., U.S., J.L., T.U., H.T., Y.M., Y.Z., and S.E.; writing: J.F., Y.K., and K.K.; reviewing and editing: Y.K. and Y.S.; supervision: P.Y. and J.W.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

anti-Human Nuclear Antigen antibody	Abcam	Cat: ab191181; 1:100; RRID: AB_2885016
anti-Cardiac Troponin I antibody	Abcam	Cat: ab47003; 1:100; RRID: AB_869982
anti-von Willebrand factor (vWF)	Abcam	Cat: ab11713; 1:100; RRID: AB_298501
anti-alpha smooth muscle Actin (αSMA)	Abcam	Cat: ab240654; 1:100; RRID: AB_2922779
Donkey anti-Rabbit IgG (secondary)	Abcam	Cat: ab150073; 1:200; RRID: AB_2636877
Donkey anti-Mouse IgG (secondary)	Abcam	Cat: ab150107; 1:200; RRID: AB_2890037
Donkey anti-Sheep IgG (secondary)	Abcam	Cat: ab150177; 1:200; RRID: AB_2801320
Goat anti-Mouse IgG (secondary)	Abcam	Cat: ab150116, ab150179; 1:200; RRID: AB_2688012

**Biological Samples**		

Human peripheral blood (EPC source, healthy female donors)	STEMCELL Technologies	Vancouver, Canada
Human bone marrow-derived mesenchymal cells (SMC source)	Lonza, Inc.	NJ, USA
Yorkshire pig cardiac tissue	This study	N/A

**Chemicals, Peptides, and Recombinant Proteins**		

EGM-2 BulletKit	Lonza Inc.	Cat: CC-3162
MEΜα medium	Life Technologies	CA, USA
SmGM-2 BulletKit	Lonza, Inc.	NJ, USA
TGF-β	Sigma-Aldrich	St. Louis, MO; 2 ng/μL
Human plasma fibronectin	Sigma-Aldrich	Coating for dishes
TISSEEL fibrin sealant	Baxter Laboratories, Inc.	Glennview, IL, USA
Tacrolimus	N/A	0.75 mg/kg/day
Mycophenolate mofetil	N/A	500 mg/day
Prednisolone	N/A	20 mg/day
Lymphoprep	STEMCELL Technologies	Vancouver, Canada
OCT compound	Fisher HealthCare	Cat: 23730571

**Critical Commercial Assays**		

EZ1 RNA Tissue Mini Kit	QIAGEN	Hilden, Germany
Upcell dish (temperature-responsive)	CellSeed	Tokyo, Japan

**Deposited Data**		

RNA sequencing data	This study	NCBI GEO: GSE333973

**Experimental Models: Organisms/Strains**		

Yorkshire pig (Sus scrofa, female, 10–12 weeks, 35–50 kg)	Premier BioSource, Inc.	N/A

**Software and Algorithms**		

DESeq2 v1.48.0	Bioconductor	RRID: SCR_015687
STAR v2.7.10a	Dobin et al., 2013	RRID: SCR_004463
featureCounts v2.16.1	Liao et al., 2014	RRID: SCR_012919
GSEA v1.70.1	Broad Institute	RRID: SCR_003199
MSigDB Hallmark gene set v7.5.1	Broad Institute	RRID: SCR_016863
R v4.5.0	R Core Team	RRID: SCR_001905
SPSS v29	IBM	RRID: SCR_002865
ggplot2	Wickham, 2016	RRID: SCR_014601
FastQC v0.12.1	Babraham Bioinformatics	RRID: SCR_014583
MultiQC v1.17	Ewels et al., 2016	RRID: SCR_014982
Keyence BZ-X800 software	Keyence	Osaka, Japan

### Experimental model and study participant details

#### Animal model

Female Yorkshire pigs (Sus scrofa, 10–12 weeks old, 35–50 kg) were obtained from Premier BioSource, Inc. All animals were socially housed in a temperature-controlled room at approximately 22°C with a 12 h light/dark cycle. Food and water were provided *ad libitum*. All animal experiments were conducted in compliance with the Guide for the Care and Use of Laboratory Animals (8th Edition, National Research Council, 2011) and adhered to the ARRIVE guidelines. The study protocol was approved by the Stanford University Administrative Panel on Laboratory Animal Care (APLAC) under Protocol Number APLAC-34046.

#### Human cell sources

Human EPCs were isolated from peripheral blood of healthy female donors (STEMCELL Technologies, Vancouver, Canada). Human bone marrow-derived mesenchymal cells were obtained from a commercial source (Lonza, Inc., NJ, USA). All cell use was in accordance with institutional guidelines.

### Method details

#### EPC isolation and culture

Human EPCs were isolated from peripheral blood of healthy female donors using density gradient centrifugation. Mononuclear cells were collected by layering blood over Lymphoprep (STEMCELL Technologies) and centrifuging at 560 × g for 30 min. Collected cells were washed in PBS and resuspended in EGM-2 BulletKit (Cat. CC-3162; Lonza Inc., NJ, USA). Isolated EPCs were seeded on 6-well plates coated with fibronectin at 50 × 10^6^ cells/well and cultured at 37°C, 5% CO_2_. Media were exchanged every 24 h for the first seven days and every 48 h thereafter. Colonies exhibiting EPC cobblestone morphology appeared on days 10–14 and reached confluence by days 24–28. After the first passage, cells were cultured on 0.2% gelatin. Cells at passages 4–9 were used for assays and *in vivo* implantation. Flow cytometry for CD31 was performed to confirm cell characterization (Masouleh et al., 2010).

#### SMC modulation and culture

Human bone marrow-derived mesenchymal cells were cultured in MEΜα medium (Life Technologies, CA) supplemented with 10% FBS, 1% GlutaMAX (Gibco), and gentamicin at 37°C, 5% CO_2_. For conversion to the SMC phenotype, cells at approximately 85% confluency were plated in dishes coated with human plasma fibronectin in SmGM-2 BulletKit (Lonza, Inc., NJ) supplemented with 2 ng/μL TGF-β (Sigma-Aldrich, St. Louis, MO) (Shin et al., 2022). SMCs at passages 5–10 were characterized by αSMA, SM22α, and caldesmon immunostaining (Shudo et al., 2016; Shin et al., 2022; Kawamura et al., 2017).

#### Vascular organoid fabrication

Vascular organoids were fabricated using temperature-responsive Upcell dishes (CellSeed, Tokyo, Japan) coated with poly(N-isopropylacrylamide). A 100 mm Upcell dish was conditioned in pre-warmed 231 medium for 30 min at 37°C. Then, 1.0 × 10^7^ human SMCs were seeded and cultured for 24 h at 37°C. Next, 1.0 × 10^7^ EPCs suspended in EGM-2 medium were carefully seeded on top of the confluent SMC monolayer and cultured for an additional 24 h. The dish was then transferred to room temperature (20°C–22°C), allowing the bilayer to detach as an intact 45 mm diameter scaffold-free EPC-SMC vascular organoid (Shin et al., 2022; Kawamura et al., 2017).

#### Porcine IHD model creation

Yorkshire pigs (10–12 weeks old) were fasted for 12 h and anesthetized with ketamine (5–15 mg/kg IM) and midazolam (0.1–0.5 mg/kg IM), endotracheally intubated, and maintained on 1–3% inhaled isoflurane. Buprenorphine (0.27 mg/kg SQ) and carprofen (5 mg/kg) were administered for analgesia. Cefazolin (25–35 mg/kg IV) was given as prophylactic antibiotic. A catheter was inserted via the right common carotid artery using the Seldinger technique. The left anterior descending coronary artery (LAD) was identified by fluoroscopy, and a balloon was inserted and inflated for 60 min to induce ischemia-reperfusion injury (IRI). After IRI, formal left coronary angiography confirmed the absence of residual large vessel filling defects. Animals were extubated and recovered in standard housing for 14 days (McCall et al., 2012). Starting on post-IRI day 9, animals in both groups were administered immunosuppressants: tacrolimus (0.75 mg/kg/day), mycophenolate mofetil (500 mg/day), and prednisolone (20 mg/day). Doses were adjusted to achieve target tacrolimus levels of 10–20 ng/mL during week 1 and 5–15 ng/mL during weeks 2–4.

#### Surgical delivery of vascular organoids

On post-IRI day 14, animals underwent a 5 cm left anterolateral thoracotomy at the 4th intercostal space. The sham group (*n* = 2) underwent thoracotomy without prior IRI. In the experimental group (*n* = 4 animals), vascular organoids (10 per animal) were placed over the entire infarct and surrounding border zones with the EPC side facing the myocardium and secured with TISSEEL fibrin sealant (Baxter Laboratories, Inc., Glennview, IL). In the control group (*n* = 4 animals), only TISSEEL was applied. Animals were randomly assigned to each group. Immunosuppression was continued until euthanasia on post-thoracotomy day 28.

#### Cardiac MRI

Cardiac MRI was performed on post-IRI day 14 (pre-implantation) and post-IRI day 42 (28 days after thoracotomy) using a Signa 3 T EXCITE scanner (GE Healthcare, WI, USA) with a phased array 4-channel surface coil. ECG-gated fast-spoiled gradient-recalled (FSPGR) sequences were used to evaluate LV function. DEMRI was performed using IR-FSPGR at TI 250 ms following IV injection of 0.2 mmol/kg Magnevist (Bayer NJ) (Dash et al., 2011, 2015; Tada et al., 2019). LV contours were traced manually to calculate LVEDV, LVESV, and LVEF. Infarct extension, wall thickness, circumferential strain, and sphericity index were also assessed. MRI analysis was performed blinded.

#### Tissue harvest and RNA sequencing

Hearts were harvested four weeks after thoracotomy. 

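RNA from the hearts of 6 pigs, named here by their animal numbers 1022, 1322, 1323, 1623, 1922 and 3622, was analysed from 12 libraries, 1 of the border zone and 1 of the remote zone of each animal, all taken at the mid level of the left ventricle. The authors made poly(A)-enriched, nondirectional libraries, sequenced paired ends of 150 bp, aligned the reads to the pig genome Sscrofa11.1 with the genes of Ensembl release 113 by STAR, and counted reads on genes with featureCounts. The deposited values are those counts, without normalization, on 35682 genes. The counts on genes summed to between 15130210 and 30526110 per border zone library, with a median of 22110297, and to between 20091415 and 31618680 per remote zone library. The lowest total was that of the border zone library of animal 3622. The group of each animal, vascular organoid or control, was not used here, so each region holds animals of both groups and no comparison between the groups was made. Genes were kept by the filterByExpr rule of edgeR, which left 13844 genes, and counts were scaled by TMM normalization. Border zone and remote zone were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the threshold of the paper, an adjusted p-value under 0.05. The scaling, the filter and the use of the animal as a block could each change the numbers. Because the libraries were nondirectional, reads of overlapping genes on opposite strands could be counted on either gene. PCR copies were not told apart from separate molecules in these counts.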

Samples from infarct, border, and remote zones were collected for RNA sequencing and histology. Tissues for the infarct area were collected according to visual appearance; those for the border zone were determined as the section adjacent to the infarct area; and those for the remote zone were collected from the posterior wall. 

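Between the 6 border zone and the 6 remote zone libraries, 287 of the 13844 genes tested had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 285 were higher in the border zone and 2 were lower. With the animal as a replicate block the count was 41 genes, of which 34 were shared with the 287. The setting that moved the count most upward was the Wald test of DESeq2, with 1724 genes, 1415 higher and 309 lower. With both libraries of 1 animal left out in turn, the count ranged from 0 genes without animal 1623 or animal 3622 to 519 genes without animal 1322. At an unadjusted p-value under 0.05, 2662 genes passed without animal 1623 and 2448 without animal 3622, against 3425 with all 6 animals.
The largest rise among genes with a symbol that were higher in the border zone of all 6 animals was that of SFRP2, with a log2 fold change of 8.91 (standard error 1.44, adjusted p = 0.0189, and 0.0209 with the block). Its CPM, the count scaled to the normalized library size, was between 2.68 and 375.6 in the border zone and between 0 and 0.396 in the remote zone. SPP1 and COL11A1, leading-edge genes of the paper, came next with 8.48 and 7.13. Their adjusted p was 0.0293 and 0.0356 by edgeR's quasi-likelihood test, and 0.083 and 0.0773 with the block. After these, ACP5 and CILP2 rose by 7.10 and 6.13 on the log2 scale, with adjusted p = 0.0493 and 0.0338, and 0.179 and 0.0746 with the block. For ACP5, the CPM was 646.2 in the border zone library of animal 1022, while the border zone median was 2.05. Without animal 1022 the log2 fold changes of SFRP2, ACP5 and CILP2 were 7.37, 4.30 and 3.98. Their adjusted p was 0.00678, 0.139 and 0.077 by edgeR. The 2 genes that were lower were SOX11, with a log2 fold change of -1.17 (standard error 0.27, adjusted p = 0.0444, and 0.0773 with the block), and ENSSSCG00000060012, which has no symbol here, with -2.05 (standard error 0.43, adjusted p = 0.0338, and 0.0564 with the block). The latter was named after its values were seen. SFRP2, ACP5, CILP2 and SOX11 did not pass the adjusted threshold in any of the 4 fits without animal 1323, 1623, 1922 or 3622, and each passed without animal 1322.
Lists of marker genes of 9 cell types were tested with fry. All 16 genes of the fibroblast and matrix list were higher in the border zone, with a median log2 fold change of 2.72, and the list had an adjusted p = 0.0607 over the 9 lists by edgeR's fry. With the animal as a block its median was 2.06 and the adjusted p was 0.0369 by edgeR's fry. Without animal 1022 its median was 1.63 and the adjusted p was 0.00506 by edgeR's fry, while without each of the other 5 animals in turn the adjusted p was between 0.0666 and 0.165. No other list passed the threshold in fry, with or without the block. The smooth muscle and pericyte list had a median of 0.96 (10 of 14 genes higher) and an adjusted p = 0.0678 by edgeR's fry. The cell division list had a median of 2.10 over 8 genes, the macrophage list 1.46 over 15, the neutrophil list 1.14 over 2, the lymphocyte list 0.62 over 10, the endothelial list 0.12 over 14, the adipocyte list -0.07 over 9 and the cardiomyocyte list -0.51 over 14. The adipocyte genes went both ways, with 4 of 9 higher, from -0.72 for LIPE to 5.37 for ADIPOQ. Averaged over its genes, the matrix list was higher in the border zone of 6 of 6 animals, by a median of 1.81 on the log2 scale. The mean over animals, rather than this median, was tested by within-animal sign changes (two-sided exact permutation test, p = 0.03125, the smallest that 6 animals allow, and 0.0703 after Benjamini-Hochberg adjustment over the 9 lists). The cell division list and the smooth muscle and pericyte list were also higher in 6 of 6 animals, by medians of 1.04 and 0.41, and the cardiomyocyte list was higher in 0 of 6, with a median of -0.15, each with the same p and adjusted p in this exact test. The endothelial list was higher in 3 of 6 animals, with a median difference of 0.02 (the same exact test, p = 0.6875).

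**Figure D1:**
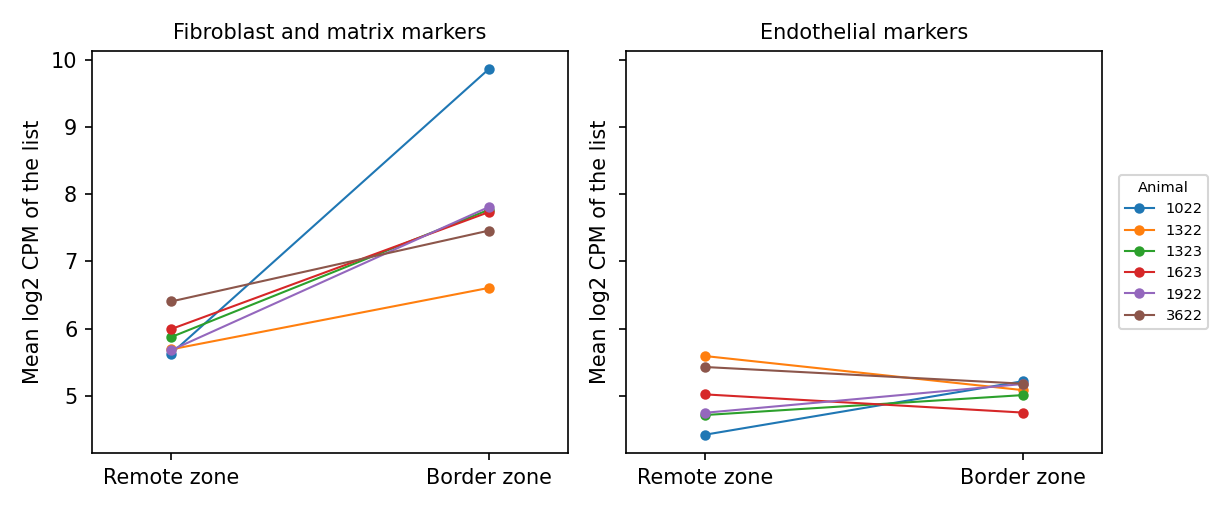
Mean log2 CPM of the fibroblast and matrix markers (left) and the endothelial markers (right) in each of the 12 libraries, on one scale that does not start at 0. Each line joins the remote zone and the border zone library of 1 animal, and the matrix mean rises in all 6 animals, from 5.63 to 9.86 in animal 1022 and from 5.69 to 6.61 in animal 1322.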

Tissue for RNA sequencing was immediately flash-frozen in liquid nitrogen and stored at −80°C.

Total RNA was extracted using the EZ1 RNA Tissue Mini Kit (QIAGEN, Hilden, Germany). All 12 samples passed quality assessment. 

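Each of the 12 libraries listed between 16932 and 28024 genes with at least 1 count. The remote zone libraries listed 16932 to 18076 genes. The border zone libraries listed 17563 to 20148 genes, except that of animal 3622, which listed 28024 from the smallest total. More genes were detected in the border zone than in the remote zone of 5 of 6 animals, with a median difference of 1138 genes. The mean difference was 2550.8 genes (two-sided exact permutation test of the mean, p = 0.0625, and 0.125 after Benjamini-Hochberg adjustment over 4 measures). The 13 mitochondrial protein genes took between 5.69% and 17.3% of the counts in the border zone libraries and between 13.6% and 33.5% in the remote zone libraries, the highest share being in the remote zone library of animal 3622. This share was lower in the border zone of all animals but 1 (two-sided exact permutation test, p = 0.09375, adjusted p = 0.125). The 10 top genes took 17.1% to 25.2% of the counts in the border zone and 19.4% to 36.4% in the remote zone (exact permutation test, p = 0.15625, with the same value after adjustment). Neither of these differences, nor that of the totals (exact permutation test, p = 0.09375, adjusted p = 0.125), passed 0.05. No pair of libraries had counts within the sampling noise of each other, with a lowest chi-square of 28.35 per gene, so none was taken for 1 library deposited more than once.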

Libraries were prepared using poly(A) enrichment (nondirectional) and paired-end sequencing (150 bp) was performed on the Illumina NovaSeq X Plus platform (Novogene, Sacramento, CA). Raw reads were assessed with FastQC (v0.12.1) and MultiQC (v1.17), aligned to Sus scrofa (Sscrofa11.1, Ensembl release 113) using STAR (v2.7.10a), and quantified using featureCounts (v2.16.1). Only high-quality border zone samples (*n* = 3 animals per group) were included in downstream analyses. One animal was excluded from each group: the control group sample was improperly stored, and the experimental group sample was excluded due to infection. Differential gene expression analysis was performed using DESeq2 (v1.48.0) with adjusted *p*-value <0.05. GSEA (v1.70.1) was performed against the MSigDB Hallmark gene set (H collection, v7.5.1) (Liberzon et al., 2015). RNA sequencing was performed blinded.

#### Immunohistochemical staining and assessment of mature vessel formation

Mid border zone samples were cryo-sectioned at 10 μm thickness and stained with anti-Human Nuclear Antigen antibody (1:100, Abcam; Cat: ab191181), anti-Cardiac Troponin I antibody (1:100, Abcam; Cat: ab47003), anti-vWF (1:100, Abcam; Cat: ab11713), and anti-αSMA antibody (1:100, Abcam; Cat: ab240654). Secondary antibodies (1:200, Abcam; Cat: ab150073, ab150107, ab150117, ab150116, ab150179) were used, and nuclei were counterstained with DAPI. Images were acquired using a Keyence BZ-X800 microscope (Osaka, Japan). Microvascular density was calculated using Keyence analysis software by identifying the number of αSMA^+^/vWF^+^ arterioles per 20× image field from five randomly selected fields per slide (*n* = 4 animals per group for vWF^+^ counts; *n* = 3 animals per group for vascular maturation index). The vascular maturation index (VMI) was calculated as the ratio of αSMA^+^vWF^+^ cells to total vWF^+^ cells (Kainuma et al., 2015; Bhattacharya et al., 2008). IHC staining was performed blinded; cell counting was performed automatically.

### Quantification and statistical analysis

Data are presented as mean ± SE. Normality was assessed using the Shapiro–Wilk test and probability plots. For group comparisons, Student’s *t* test (parametric) was used. Statistical significance was defined as *p* < 0.05. Analyses were conducted using R (v4.5.0; R Core Team, 2023) and SPSS v29; plots were generated with the 'ggplot2' package (Wickham, 2016). Sample sizes are indicated in individual figure legends. For Figure 4, Student’s *t* test was applied to compare vascular organoid and control groups within each anatomical region (border zone and infarct area) independently.

### Additional resources

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Yasuhiro Shudo ().

How the deposited data were processed for this re-analysis (not part of the article)

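Gene expression was measured by RNA sequencing in 12 libraries, from the border zone and the remote zone of 6 pigs. The authors deposited raw counts of reads per gene, made with STAR 2.7.10a on Sscrofa11.1 (Ensembl release 113) and featureCounts 2.16.1, after FastQC 0.12.1 and MultiQC 1.17. The paper's text does not name the featureCounts options for reads that match several genes or places, so the counts of near-identical gene copies are uncertain. Region and animal were taken from the sample labels and the paper. The group of each animal was not used, and it was not read from the values, so the differentially expressed genes, the gene set enrichment and the fold changes between vascular organoid and control animals were not analysed here. For the same reason, values within a region are given per library or as range and median.

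Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 (the authors used DESeq2 1.48.0), and in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1. The main comparison was border zone against remote zone by edgeR's quasi-likelihood test (robust), with region as the only term. A standard error is the log2 fold change divided by the square root of the test's F. Log2 CPM values used TMM factors and a prior count of 2. Single genes under the filter were put on a log2(CPM + 0.1) scale. Symbols were taken from a table that paired 15623 of the 35682 gene identifiers. VWF had no identifier by that table and was not analysed here. Gene sets of the paper's enrichment were not used here.

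The genes named are the 6 leading-edge genes that the text names, the genes of the 7 stained proteins, genes labelled in Fig. 5B and Fig. 5C as single genes, and up to 5 rises and 5 falls that were largest among genes with a symbol, an adjusted p under 0.05 and the same direction in all 6 animals. SOX11 was the only fall that met this rule. Of the 6 leading-edge genes, 4 passed the filter and were tested. Of these, 2 had an adjusted p under 0.05 over all genes tested and 4 when adjusted over the list alone, which is not independent evidence, since the study chose the list on these samples. Of the 7 stained proteins, the genes of 6 were tested, of which 0 passed over all genes tested and 5 when adjusted over the list alone.

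Both libraries of a number come from 1 animal, so the numbers pair the libraries. The deviations from the region means correlated within animals with a mean r of 0.35 across genes, from -0.03 in animal 1022 to 0.57 in animal 1323, and 4 of 6 pairs were over 0.1. Genes are not independent replicates. Of the 720 orders of the animal numbers, the labelled one included, a share of 0.00278 gave a mean as high (one-sided exact permutation test). The border zone library of animal 1022 had r = -0.0302 with its own remote zone library and 0.0455 with that of animal 1322. That of animal 1322 had 0.0717 with its own and 0.1323 with that of animal 1022. So for these animals the pairing rests on the labels, and the correlations do not decide it.

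The steps were tested on simulated data. For border zone against remote zone, 13706 simulated genes passed the filter, of which 193 were changed. Genes lost to the filter are not in the percentages that follow. The quasi-likelihood test of edgeR recovered 88.5% of the genes changed 4-fold and 29.9% of those changed 2-fold, and called 4 unchanged genes. DESeq2 recovered 94.8% of the genes changed 4-fold and called 25 unchanged genes. The simulated libraries were drawn independently, without an effect of the animal, and rises and falls were set in equal number. The data differ in both respects, so these figures do not measure recovery or false calls in them.

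Alternatives chosen before the data were examined were the animal as a replicate block, the DESeq2 Wald test, DESeq2 size factors, library totals, no filter, at least 10 counts in every library, no mitochondrial genes, each animal left out, other prior counts, the median absolute deviation, Spearman correlation, camera with a preset correlation of 0.01, another detection limit, thinning and 50 top genes. A correction for GC content and exon length was added after the data were seen. The set tests used lists for cardiomyocytes, fibroblasts and matrix, endothelium, smooth muscle and pericytes, macrophages, lymphocytes, neutrophils, adipocytes and cell division, written before the data were examined.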

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

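The exchange of region labels, the comparison of the matrix with the endothelial list and the GC correction were chosen after the results were seen. Thinning, the other normalizations, the fit without mitochondrial genes and the fits without 1 animal were planned, but what each explanation predicts for them was written after their values were seen. The test for a low level of reads over most genes was added later, and its prediction was written before its values were seen. For 25 measures in each region, 50 groups of 6 libraries in all, the gap of the highest or lowest library to its nearest neighbour was compared with the range of the group. Chance sets apart about 1 in 20 groups. Here 7 groups had such a library.

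The border zone library of animal 3622 listed 28024 genes, against 20148 in the next border zone library. Depth does not account for this, since its total was the smallest, and after thinning to that total the highest number in any other library was 19398. Of 11724 genes with 0 counts in the other 11 libraries, 6127 (52.3%) had counts in it, with a median of 4 counts and a highest of 421, and together they took 0.282% of its counts. No other library had more than 258 genes to itself. A candidate explanation is a low level of reads spread over most annotated genes, such as from genomic DNA or unspliced RNA. The prediction written beforehand asked that over 50% of the genes have counts, which was met, and that 9 in 10 of those have 10 counts or fewer, which was not, as the share was 83.2%. So the explanation stays open. No biological explanation was tested.

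Of the other 6, 5 were in the border zone library of animal 1022. Its mean log2 CPM was 9.86 for the fibroblast and matrix list (next 7.81) and 9.68 for the cardiomyocyte list (next 11.29). Its log2 CPM was 9.86 for ACTA2 (next 7.12), 8.80 for CALD1 (next 7.24) and 10.07 for TNNI3 (next 12.20). These 5 measures are not independent of each other. A piece of tissue with more scar could give all 5, but this was not separated from a difference between the animals or their treatment, which was not used here. Without this animal, 96.3% of the genes past the threshold were still higher in the border zone. In the remote zone, the mean log2 CPM of the smooth muscle and pericyte list was 5.79 in the library of animal 1022 (next 6.26). No cause of this was tested.

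The paper reports no genes for border zone against remote zone, where 287 genes passed the threshold. Among the 32 splits of the libraries that part the pair of every animal, 1, the real one, gave as many genes, and the highest of the others was 0. Among 100 of the 462 splits of any kind, the real one included, 2 gave as many. The second, with 647 genes, was the real split with the border zone library of animal 1322 and the remote zone library of animal 3622 exchanged, and it follows no batch known from the labels. Exchanged region labels in 1 animal are argued against, since each of the 6 single exchanges gave 0 genes. The excess of higher genes was not removed by another normalization. The share of higher genes was 99.1% with DESeq2 size factors in edgeR and 99.6% with library totals. It was 82.1% with the DESeq2 Wald test, which also changed the test and the genes tested. Leaving out mitochondrial genes did not remove the excess either, with a share of 99.2%. A lower share of cardiomyocytes alone would raise the lists of all other cell types alike, but the matrix list rose more than the endothelial list in every animal, by at least 1.30 on the log2 scale. The check of GC content and exon length covered 79.6% of the genes tested, under the 80% required for it. On the genes with a value, 374 passed before the correction, 368 of them higher, and 325 after it, 319 of them higher. For these genes, this argues against GC content or exon length as the cause of the whole pattern. For the genes without a value, this explanation stays open. The region itself, next to the infarct or in the posterior wall, stays among the open explanations, as does the mix of tissue in each piece. By the paper's methods, organoids were laid on the infarct and border zones with fibrin sealant, and controls received the sealant alone. The remote tissue came from the posterior wall, so region was not separated from what was applied to the heart surface.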

How the results depend on the processing

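The correction for GC content and exon length was added after the data were seen. Of the genes past the threshold between border zone and remote zone, 287 in all, 285 higher and 2 lower, the count stayed within 1.5 times with DESeq2 size factors in edgeR (211 genes) and without mitochondrial genes (254 genes). With the animal as a replicate block it was 41 genes, 40 higher and 1 lower. The DESeq2 Wald test gave 1724 genes, 1415 higher and 309 lower, and library totals only gave 1551 genes, 1545 higher and 6 lower. Library totals moved the median log2 fold change of all genes from 0.04 to 0.32, and that of the DESeq2 test, over more genes, was 0.45. With no filter the count was 139 genes, 138 higher and 1 lower, with 30085 genes tested. With at least 10 counts in every library it was 149 genes, 149 higher and 0 lower, with 12123 genes tested and 2949 at an unadjusted p under 0.05. With each animal left out in turn, the count ranged from 0 to 519 genes, the genes higher from 0 to 509 and the genes lower from 0 to 10. It was 163 without animal 1022, 519 without animal 1322, 3 without animal 1323, 15 without animal 1922, and 0 without animal 1623 or animal 3622, where 2662 and 2448 genes had an unadjusted p under 0.05. All genes of the 287 that were tested in a fit kept their direction in it. Apart from the fewer genes or samples in these fits, the cause was not tested.

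On the genes with a GC value there were 374 calls, 6 of them lower. With the correction there were 325, again with 6 lower, and with the replicate block and the correction 57, of which 54 were higher. These genes were 79.6% of those tested, under the 80% required for the check, so the result holds for them only.

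The fibroblast and matrix list had a median log2 fold change of 2.72, from 1.63 to 2.94 with each animal left out, and passed the threshold with the replicate block (2.06, adjusted p = 0.0369 by edgeR's fry), without animal 1022 (1.63) and in camera, with adjusted p from 6.41e-15 to 0.165 over the alternatives. In camera with its preset correlation, the cardiomyocyte (-0.51), cell division (2.10), macrophage (1.46) and smooth muscle and pericyte (0.96) lists also passed, none of which passed in fry. With each animal left out, the medians ranged from -0.51 to 0.19 for adipocyte, -0.69 to -0.28 for cardiomyocyte, 1.38 to 2.35 for cell division, -0.0389 to 0.27 for endothelial, 0.38 to 0.80 for lymphocyte, 0.60 to 1.74 for macrophage, 0.77 to 1.35 for neutrophil and 0.41 to 1.13 for smooth muscle and pericyte genes. The endothelial and adipocyte medians, which were near 0, changed sign.

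The spread between animals, as the median log2 ratio of border zone to remote zone SD, was 0.26. It was between 0.16 and 0.27 with another prior count, scaling, filter or measure of spread, and between -0.13 and 0.36 with each animal left out. It was -0.13 without animal 1022 and above 0 without each other animal. The mean correlation of the regions of 1 animal was 0.35 and kept its side of the threshold in all 3 alternatives, from 0.33 to 0.36. The mean difference of border zone minus remote zone in the share of the 10 top genes, -3.85 percentage points, became -7.17 with 50 top genes (exact permutation test, p = 0.03125, not adjusted). Left out in turn, the animals gave differences of -4.82 to -2.39 points for the 10 top genes, -8.55 to -4.44 points for mitochondrial genes, -3001060 to -1404970 for total counts and 1032.6 to 3156.2 for genes detected, the lowest without animal 3622. With 5 animals the smallest p of these tests is 0.0625.

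For the 39 named genes with a fit, 606 values under the alternatives and the GC settings were compared, leaving out ACTA2, ADAM8 and COMP in the DESeq2 Wald test, which gave them no adjusted p. Of these 436 kept their direction and side of the threshold, 139 became weaker, 83 of them with 1 animal left out, 30 became stronger and 1 reversed. The reversal was PECAM1, which was not past the threshold, with a log2 fold change of -0.0153 without animal 1022 and up to 0.2526 with each other animal left out. The replicate block lost the calls of SPP1, COL11A1, ACP5, CILP2 and SOX11, among others. Genes with few counts limit the comparison of single libraries: CXCL8 had at most 38 counts in any library.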

Other observations

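The relations with the marker lists and the straight line on the matrix minus cardiomyocyte score were chosen after results were seen, and the macrophage list was added after values of these genes had been seen. The filter of at least 10 counts and the fits without 1 animal were planned, but what each explanation predicts for them was written after their values were seen.

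The leading-edge genes that the text names varied widely between the 6 border zone libraries, whose animals include both groups. SPP1 had 2106 CPM in the border zone library of animal 1022, 299.1 in that of animal 1623, 24.1 in 3622, 17.0 in 1322, 5.00 in 1323 and 3.01 in 1922, and 0.484 to 1.61 CPM in the remote zone. The library of animal 1022 held 85.8% of the summed border zone CPM of SPP1, 91.8% of that of MMP9, 87.8% of COMP, 86.1% of COL11A1 and 79.6% of S100A4, and the library of animal 1623 was the second in each. For CXCL8 the order of these libraries was the other way, with 38 counts in animal 1623 and 37 in animal 1022. MMP9 had 16644 counts in the border zone library of animal 1022, 1349 in 1623, 25 in 3622, 21 in 1322, 8 in 1922 and 6 in 1323, and 0 to 9 counts in the remote zone libraries. Against the remote zone, the log2 fold change was 8.48 for SPP1 (standard error 1.69, adjusted p = 0.0293 by edgeR's quasi-likelihood test, 0.083 with the block, higher in 6 of 6 animals), from 5.98 to 8.85 with each animal left out. Without animal 1022 it was 5.98 (adjusted p = 0.0581 by edgeR), and its adjusted p was between 0.0368 and 0.111 over the fits without 1 animal. For COL11A1 it was 7.13 (standard error 1.58, adjusted p = 0.0356 by edgeR, 0.0773 with the block, higher in 6 of 6). COMP (6.75, adjusted p = 0.056 by edgeR) and S100A4 (3.59, adjusted p = 0.0816 by edgeR) did not pass. COMP was higher in 5 of 6 animals and S100A4 in 4 of 6. With library totals both passed (adjusted p = 0.0307 and 0.035 by edgeR), and S100A4 passed in the DESeq2 Wald test (adjusted p = 0.0127). With the block neither passed (adjusted p = 0.0838 and 0.192 by edgeR), nor without any 1 animal (lowest 0.0623 and 0.074 by edgeR). Without animal 1022 the log2 fold change was 4.30 for COL11A1 (adjusted p = 0.0782 by edgeR), 3.70 for COMP and 1.68 for S100A4. Of the 6 fits without 1 animal, SPP1 and COL11A1 passed only in that without animal 1322. MMP9 and CXCL8 were under the filter. COMP and COL11A1 had 0 counts in 3 remote zone libraries each.

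Across the 6 border zone libraries, 18 relations of these 6 genes with the mean log2 CPM of the matrix, cardiomyocyte and macrophage lists were computed, with exact permutation p-values and Benjamini-Hochberg adjustment over the 18. None had an adjusted p under 0.05 over the 18, but for Pearson's r this depends on which relations are counted together. Over the 12 relations with the matrix and macrophage lists, which were computed first, the adjusted p of r was under 0.05 for 7, at 0.0333 for each of the 6 with the macrophage list and 0.0405 for COL11A1 with the matrix list (exact permutation), and that of Spearman's rho for 0, the lowest being 0.175 (exact permutation). Over all 18, that of COL11A1 with the matrix list was 0.0607 (exact permutation). With the macrophage list, Pearson's r was between 0.79 and 0.94 (exact permutation, adjusted p = 0.05 for each over the 18) and Spearman's rho between 0.77 and 0.94 (exact permutation, adjusted p from 0.2625 to 0.3083 over the 18). Without the libraries of animals 1022 and 1322, the farthest from the median, r was between 0.71 and 0.88 over 4 libraries. With the matrix list, r was between 0.54 and 0.94 and fell to between -0.58 and 0.01 without these libraries, so that relation rests on them. With the cardiomyocyte list, r was between -0.86 and -0.57, and between -0.30 and 0.11 without them. The number of macrophages in each piece is a candidate explanation for the joint variation (lowest r 0.71 without the farthest libraries), but the libraries are too few and mix both groups of animals, so it cannot be told apart from treatment or from the amount of matrix (0.0051) or cardiomyocyte transcripts (-0.3046).

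The SD of log2 CPM between animals had a median of 0.468 in the border zone and 0.382 in the remote zone, and 62.5% of 13844 genes had the larger SD in the border zone. The median log2 ratio of 0.26 was not beyond chance (two-sided exact permutation test with 32 swaps, p = 0.71875). Low counts do not account for it, since it was 0.27 with at least 10 counts in every library. It may rest on animal 1022, since without it the ratio was -0.13 and 43.1% of genes had the larger SD in the border zone (exact permutation test, p = 0.0625, the smallest that 5 animals allow). After a straight line on the matrix minus cardiomyocyte score within each region, the ratio was -0.22 over the 13742 genes outside the marker lists. As animal 1022 sets most of the range of that score, its libraries and the amount of scar cannot be told apart.

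Without animal 1322, 519 genes were called, of which 499 are among the 13844 genes tested with all 6 animals, and 75.2% of these 499 went the same way in that animal. The genes outside the 13844 were not compared. Without animal 1022, 163 genes were called, all among the 13844, and 99.4% went the same way in that animal. The border zone library of animal 1322 had the lowest mean log2 CPM of the matrix list among the border zone libraries, 6.61, against 5.69 in its remote zone library. No explanation of this was tested.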
